A study of Mus musculus with 4 samples.

How the data were processed

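The 4 libraries were 1 each for sham with isotype control, stroke with isotype control, stroke with anti-VCAM1 and stroke with anti-VLA4, with groups taken from the sample titles. Per the labels' protocols, tissue of 4 to 5 mice per group was pooled before dissociation, cells were stained for CD31 and CD45 with dead cells excluded, and libraries were made with Chromium 3' chemistry (v3.1) for a target of 10000 cells. The labels used here do not say which stained fractions were collected. The deposited values were raw UMI counts per gene and barcode, made with Cell Ranger 7.0.1 per the file headers. The genome build, annotation and options of that run are not given in the file headers or labels. The smallest barcode total was 500 to 510 in the 4 matrices, so barcodes had been called as cells before deposit. The gene tables of the libraries were identical, with 32285 genes.

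Everything else was computed here with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, R 4.3.3 and edgeR 4.0.16. Comparisons, markers, gene lists, filters, the rule for named genes and most alternatives were set before the data were examined. Cells were kept with at least 500 UMIs, at least 200 genes and at most 10% mitochondrial UMIs. Scrublet, as run in scanpy per library with an expected doublet rate of 0.05, marked 11, 24, 63 and 124 cells, or 0.721%, 0.840%, 1.33% and 1.96%, which were left out. Total UMIs over all deposited barcodes were 10008987, 17130182, 25099141 and 34721356.

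Kept cells of all libraries were clustered together on 2000 variable genes, 30 principal components, 15 nearest neighbours and Leiden resolution 1. No batch integration was used, since group and library coincide. The list genes and targets, with mitochondrial, ribosomal and haemoglobin genes, 298 in all, were left out of clustering. A cluster took the class with the highest mean marker score if at least 3 of its markers were detected in at least 25% of cells at a log2 fold of at least 1, and if no other class had more markers than its own, or as many and at least 1, among the top 10 genes by fold. Setting a cluster against cells of the other classes, rather than against all other cells, and leaving a cluster with 5 or more detected markers of a second class unnamed were settled after the clusters had been seen. Clusters 8, 13, 14 and 19 stayed unnamed, and their shares in sham with isotype, stroke with isotype, anti-VCAM1 and anti-VLA4 were as follows. Cluster 8 was led by Stmn2 and arterial genes and held 1.78%, 1.84%, 6.44% and 6.15%. Cluster 13 had pericyte and endothelial markers and held 0.0661%, 0.212%, 2.32% and 2.75%. Cluster 14 had no detected markers and held 1.45%, 0.847%, 2.06% and 1.48%. Cluster 19 was led by S100a9 and S100a8, with monocyte and neutrophil markers, and held 1.45%, 1.17%, 0.580% and 0.129%.

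Leukocytes, where used as a denominator, were the cells of the named leukocyte classes, so the unnamed cluster 19 was not among them. Counts were summed per class and library and scaled to CPM. Where no cell was counted, the limit given is 3 cells of the total, a 1-sided limit that lies below the 2-sided exact bound. Shares have exact Clopper-Pearson intervals, CPM values have exact Poisson intervals, and log2 ratios (pseudocount 1 CPM) have conditional binomial intervals computed without the pseudocount, all at 95%. With 1 library per group no test across samples, p-value or standard error was possible. Classes with at least 50 cells in each library were used for target genes. Shares of cells with a UMI were taken after thinning each cell to 1000 UMIs. List genes needed at least 20 UMIs over the libraries compared, and a list was called apart below percentile 2.5 or above percentile 97.5 of random lists. The lists were activation, barrier, angiogenesis, arterial, capillary, venous, interferon with MHC class I, and dissociation stress for endothelial-like cells. For microglia-like cells they were homeostatic, disease-associated, inflammatory, MHC class II, interferon with MHC class I, and dissociation stress. Some genes are in more than 1 list, such as Il1r1 and Icam1 in activation and venous.

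Named genes were Vcam1, Itga4 and Itgb1, and for each comparison in endothelial-like and microglia-like cells the 3 highest and 3 lowest log2 ratios. Candidates had at least 200 UMIs over the libraries compared and 50 CPM in either. Mitochondrial, ribosomal protein and haemoglobin genes, and genes over 10 times higher in another class, were left out. Of each list, up to 2 members with the largest ratios among those with at least 200 UMIs were named. Genes named outside these rules, such as Malat1, Cd74 and the haemoglobin genes, were chosen after their values had been seen.

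Gene spans came from GENCODE M21 (GRCm38), matched by gene ID for 32235 of 32285 genes, or 99.8%. Since the build of the deposited files is not stated, no coordinates are printed and spans are those of that annotation. The span trend was removed, in 1 alternative, by subtracting the median log2 ratio within 20 bins of span. Correlations between comparisons were set beside 100 simulations of unchanged libraries sharing the same control, and beside the mean over 20 random splits of the control cells. The scripts were tested on simulated data. Among 4447 genes in the simulated stroke comparison of endothelial-like cells, 200 were changed by known amounts, and 99.5% of them were recovered within 0.5 log2 units. The intervals held the true value for 96.5% of them, and 5% of unchanged lists were called apart. For the anti-VLA4 comparison, over 8025 genes, these were 99.5%, 95.5% and 8%. The simulation drew summed counts from a Poisson model and used lists of random genes. It therefore tested neither UMIs concentrated in single cells nor lists of genes that vary together.

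The alternatives tried were a stricter cell filter (1000 UMIs, 5% mitochondrial), doublets kept with reclustering, Leiden resolutions of 0.5 and 2, each cell named on its own markers, TMM factors from edgeR, each cell weighted equally, cells thinned to 1000 UMIs, a pseudocount of 10 CPM, list minimums of 0 and 100 UMIs, the list mean, leukocytes as the denominator, other thinning depths, a lower minimum for correlations and split control cells. Naming a cell on its own markers took the class whose share of the cell's UMIs was highest relative to its mean over cells. No minimum count applied, so a few UMIs of a rare class's markers could set the name. Alternatives added after the data had been seen were cluster 8 counted as endothelial-like, without and with doublets kept, cluster 5 left out, cluster 4 left out, the span trend removed, and genes outside the named-gene rule left out of the correlations.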

Results

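The data were droplet-based single-cell RNA sequencing libraries from the cortex of male C57BL/6N mice aged 10 months. Stroke was induced by dMCAO, an occlusion of the distal middle cerebral artery, and the tissue taken was the infarct core with about 2 mm of surrounding cortex. Mice received an isotype control antibody, an antibody against VCAM1 (an adhesion molecule of activated endothelium) or an antibody against VLA4 (its integrin ligand on leukocytes, made of the products of Itga4 and Itgb1) for 10 weeks. The 4 groups were sham surgery with isotype control, stroke with isotype control, stroke with anti-VCAM1 and stroke with anti-VLA4. Each group was 1 library made from a pool of 4 to 5 mice. There were no replicate libraries, so no difference below has a replicate check, and every interval is a 95% interval that covers counting error only. A difference between groups is therefore a difference between libraries. The stroke comparison set stroke with isotype over sham with isotype, the anti-VCAM1 comparison set stroke with anti-VCAM1 over stroke with isotype, and the anti-VLA4 comparison set stroke with anti-VLA4 over stroke with isotype. The last 2 comparisons shared their control library.

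The deposited matrices held 1541 barcodes for sham with isotype, 2891 for stroke with isotype, 4751 for stroke with anti-VCAM1 and 6361 for stroke with anti-VLA4, against a loading target of 10000 cells per sample. After filtering, 1514, 2832, 4657 and 6209 cells were kept in the same order. Total UMIs in the kept cells were 9857631, 16805668, 24387573 and 33389282. The median UMI count per cell was 5456.5 in sham with isotype (interval of the median 5178 to 5648), 5090 in stroke with isotype (4884 to 5306), 4515 in stroke with anti-VCAM1 (4419 to 4615) and 4719 in stroke with anti-VLA4 (4645 to 4801). The stricter cell filter moved these medians most in stroke with isotype, to 5396.

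Clustering gave 23 clusters, of which 19 took a name from markers fixed in advance. Endothelial-like cells were clusters 1, 3, 4 and 5, and microglia-like cells were clusters 0, 2, 6, 7, 9, 11 and 20. Stress or immune genes led some of these against all other cells: Egr1, Icam1, Il1a and Atf3 in cluster 0, Cst7, Ccl12 and Apoe in cluster 11, and Mt2 and Hspb1 in cluster 5. Stmn2, a neuron marker, was among the 10 leading genes of cluster 4 against all cells, though not against cells of the other classes. Cluster 12 was border-macrophage-like and was led by F13a1, Ms4a7, Pf4 and Mrc1. Cluster 10 was T-cell-like. Smaller classes were B-cell-like, dendritic-like, pericyte-like, NK-cell-like, plasma-cell-like and astrocyte-like cells. Unnamed clusters held 4.76% of cells in sham with isotype, 4.06% in stroke with isotype, 11.4% in stroke with anti-VCAM1 and 10.5% in stroke with anti-VLA4. Staining for CD31 and CD45 was part of the preparation, and it may set the ratio of endothelial-like cells to leukocytes in every share given here.

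The first question was how the makeup of the tissue differed late after stroke. Endothelial-like cells were 33.1% of kept cells in sham with isotype (Clopper-Pearson interval 30.7 to 35.5) and 20.2% in stroke with isotype (18.8 to 21.8). T-cell-like cells were 3.83% (2.92 to 4.92) and 8.26% (7.27 to 9.34). B-cell-like cells were 0.925% (0.506 to 1.55) and 3.07% (2.47 to 3.78). Microglia-like cells rose from 45.8% (43.3 to 48.4) to 52.6% (50.7 to 54.4) of kept cells, but within leukocytes their share was 74.9% (72.0 to 77.7) and 70.7% (68.7 to 72.6), with overlapping intervals. The T-cell-like share of leukocytes was 6.26% in sham and 11.1% in stroke with isotype. NK-cell-like cells were 1.06% (0.605 to 1.71) and 0.494% (0.271 to 0.828), with overlapping intervals. For border-macrophage-like, dendritic-like and pericyte-like cells the intervals of the 2 libraries overlapped too. The alternative that moved the share comparisons most was naming each cell on its own markers, under which the log2 ratio of the B-cell-like share went from 1.73 to 0.87.

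For the blockades the question was whether leukocytes in the tissue differed from those under the isotype control. T-cell-like cells were 2.17% of kept cells (1.77 to 2.63) with anti-VCAM1 and 3.17% (2.75 to 3.64) with anti-VLA4, against 8.26% with isotype. Within leukocytes they were 4.95% (4.05 to 5.98) and 6.99% (6.08 to 7.995), against 11.1% (9.80 to 12.5). Border-macrophage-like cells were 1.31% and 1.43% of kept cells, against 6.57%. Their log2 ratios were -2.33 and -2.20, and -1.65 and -1.48 when each cell was named on its own markers. Within leukocytes the ratios were -1.56 and -1.48, and the alternatives came as near to 0 as -0.90 and -0.75. NK-cell-like cells were 0.193% (0.0884 to 0.367) and 0.0805% (0.0262 to 0.188), against 0.494% (0.271 to 0.828). The unnamed cluster 19, with monocyte and neutrophil markers, was outside the leukocyte denominator. It was 0.580% (0.382 to 0.842) and 0.129% (0.0556 to 0.254) of kept cells, against 1.17% (0.803 to 1.63). The anti-VCAM1 interval overlapped that with isotype. B-cell-like cells were 0.623% and 0.628%, against 3.07%. Their log2 ratios of -2.30 and -2.29 became -0.99 and -0.83 when each cell was named on its own markers, and within leukocytes the alternatives came as near to 0 as -0.25 and -0.097. Dendritic-like cells were 0.494% and 0.306%, against 2.54%, with log2 ratios of -2.36 and -3.05 that moved to -0.31 and -0.42 when each cell was named on its own markers. Within leukocytes that naming turned them to 0.43 and 0.31, so the direction for dendritic-like cells depended on how cells were named. Of 6 alternatives, that naming was the 1 with the other sign in each blockade. Endothelial-like cells were 42.9% (41.5 to 44.4) and 41.8% (40.6 to 43.0), against 20.2%. With doublets kept and the cells reclustered, the log2 ratios of the endothelial-like share fell from 1.09 to 0.67 and from 1.05 to 0.58, because clusters of 1793 and 1652 cells with endothelial markers and Stmn2 among their leading genes stayed unnamed there. With these counted as endothelial-like they were 1.16 and 1.11. Microglia-like cells were lower as a share of kept cells, at 39.0% and 39.7% against 52.6%, and higher as a share of leukocytes, at 89.1% and 87.4% against 70.7%. Pericyte-like cells were 1.20% and 1.53%, against 0.494%. Their log2 ratios of 1.28 and 1.63 were the lowest over the settings, and the highest were 2.39 and 2.66. At clustering resolution 0.5 the shares were 3.52% and 4.24%, against 0.671%. No plasma-cell-like cell was found among 4657 cells of stroke with anti-VCAM1, which allows a share of up to 0.0644%, against 25 of 2832 in stroke with isotype, 6 of 6209 with anti-VLA4 and 3 of 1514 in sham with isotype.

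**Figure D1:**
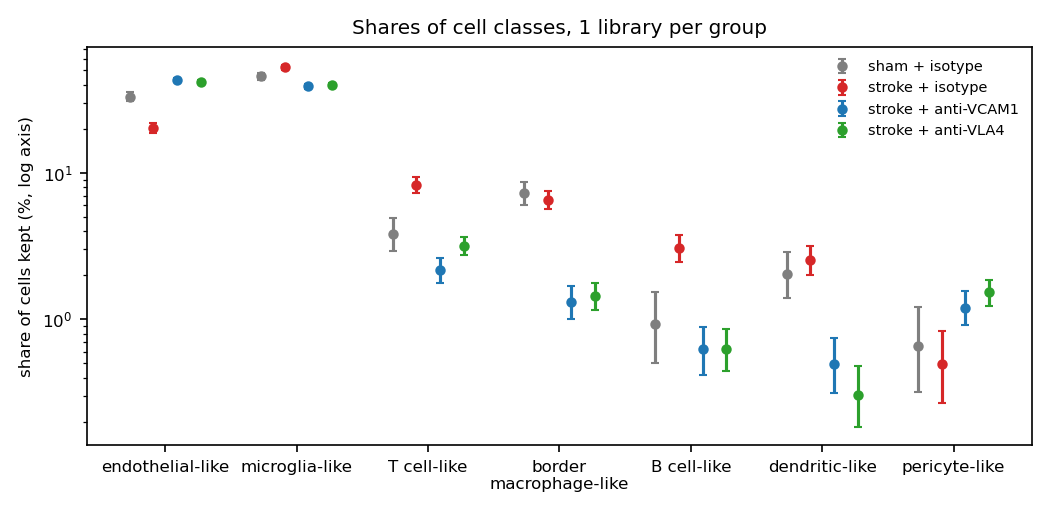
Share of kept cells (percent, log axis) taken by each class in the 4 libraries; points are shares and bars are 95% Clopper-Pearson intervals, which cover counting error only. T-cell-like cells were 8.26% in stroke with isotype and 2.17% and 3.17% in the blockade libraries.

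The largest cluster of the endothelial-like class differed between libraries. Cluster 3 held 51.3% of it in sham with isotype and 40.7% in stroke with isotype. Cluster 1 held 31.1% with anti-VCAM1 and 30.3% with anti-VLA4. Cluster 5, with low Malat1, held 2.40%, 7.16%, 24.96% and 26.2% in sham with isotype, stroke with isotype, anti-VCAM1 and anti-VLA4. In microglia-like cells, cluster 0 held 46.7%, 35.7%, 27.9% and 18.7% in the same order, and cluster 2 held 29.1% with anti-VLA4. All values within a class below are sums over these clusters.

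The antibodies do not delete a gene, so the transcripts of their targets check no label. Vcam1 (ENSMUSG00000027962) was measured at 90.3 CPM in endothelial-like cells of sham with isotype (exact Poisson interval 78.5 to 103). It was 45.4 CPM (37.6 to 54.4) in stroke with isotype, 27.4 CPM (24.2 to 30.9) with anti-VCAM1 and 18.03 CPM (15.8 to 20.4) with anti-VLA4. The log2 ratios were -0.97 (-1.33 to -0.66) for stroke, -0.71 (-1.05 to -0.40) for anti-VCAM1 and -1.29 (-1.66 to -1.004) for anti-VLA4. These rested on few cells: 10 cells held 79.2%, 78.8%, 61.0% and 48.8% of the Vcam1 UMIs of the class in the 4 libraries. Without the cell of the highest count in each library the ratios were -1.42, -0.32 (-0.72 to 0.069) and -0.71. The alternative that moved them most was naming each cell on its own markers, which turned the anti-VCAM1 ratio to 0.41. In microglia-like cells the Vcam1 ratios were 0.90 (0.65 to 1.19), -0.72 (-0.95 to -0.54) and -0.29 (-0.47 to -0.12), and the last became 0.21 when each cell was named on its own markers. In border-macrophage-like cells, the class with the highest level at 158 to 368 CPM, they were 0.38 (0.060 to 0.71), 0.65 (0.34 to 0.96) and 0.84 (0.56 to 1.12). In the blockade libraries 10 cells held 90.6% and 87.5% of these UMIs, and without the highest cell of each library the ratios were 0.40, 0.36 (0.0055 to 0.71) and 0.71. The stroke ratio became -0.20 at clustering resolution 0.5 and -0.15 with cells named on their own markers. T-cell-like cells had 1.19 to 7.76 CPM.

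**Figure D2:**
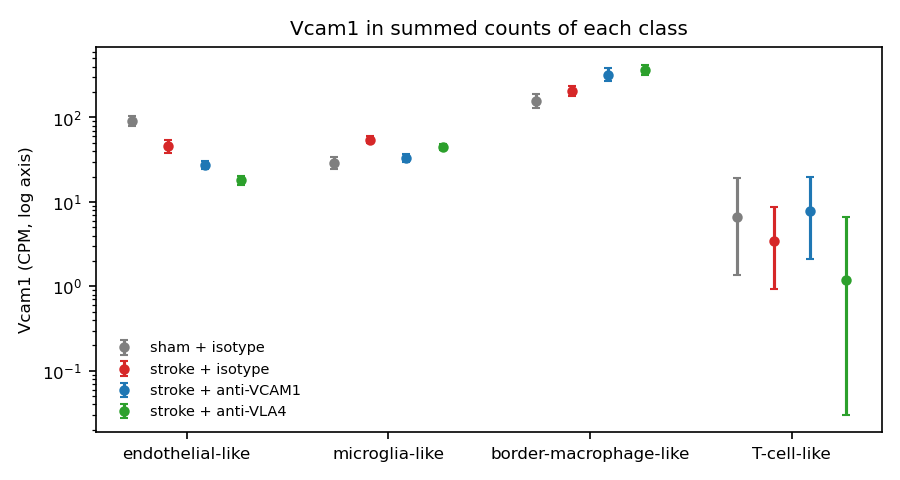
Vcam1 (CPM, log axis) in the summed counts of 4 classes in each library; points are values and bars are exact Poisson 95% intervals. In endothelial-like cells it was 90.3 CPM in sham with isotype and 18.03 CPM in stroke with anti-VLA4.

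Itga4 (ENSMUSG00000027009) was measured at 460 CPM in T-cell-like cells of sham with isotype, 597 CPM in stroke with isotype, 526 CPM with anti-VCAM1 and 613 CPM with anti-VLA4. The log2 ratio was 0.38 (0.15 to 0.61) for stroke, but -0.0029 when each cell was thinned to 1000 UMIs. For the blockades the ratios were -0.18 (-0.39 to 0.022) and 0.037 (-0.13 to 0.20), so no difference was detectable at this depth. The anti-VLA4 ratio left its interval in opposite directions under other settings. It was -0.22 with thinned cells and 0.23 with the trend with gene span described below removed. In border-macrophage-like cells it lay between 148 and 169 CPM, with all 3 ratio intervals holding 0. Itgb1 (ENSMUSG00000025809) lay between 446 and 478 CPM in endothelial-like cells. Of its 12 ratios over 4 classes, the interval excluded 0 in 1, the anti-VCAM1 comparison in microglia-like cells at -0.11 (-0.19 to -0.028), and that ratio became 0.035 with thinned cells.

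After thinning each cell to 1000 UMIs, 4.22% of endothelial-like cells had a Vcam1 UMI in sham with isotype (2.63 to 6.37), 2.16% in stroke with isotype (1.12 to 3.75), 1.37% with anti-VCAM1 (0.906 to 1.99) and 0.973% with anti-VLA4 (0.630 to 1.43). Thinning left out 3, 18, 32 and 26 shallower cells. Microglia-like cells, taken in advance as the class that should lack it, had 1.88%, 3.59%, 2.73% and 3.26%, above the endothelial-like share in the 3 stroke libraries. At 28.9 to 54.7 CPM against 1.19 to 7.76 CPM in T-cell-like cells, they did not lack it, so this comparator sets no background. T-cell-like cells had 0 of 57, 0 of 227, 0 of 97 and 0 of 191 cells with a Vcam1 UMI, which allows shares of up to 5.26%, 1.32%, 3.09% and 1.57%. Unthinned, the endothelial-like shares were 6.19%, 4.89%, 2.75% and 2.62% at median depths of 3934, 3834, 4048 and 4360 UMIs, and the microglia-like ones 7.78%, 10.4%, 7.98% and 7.88% at 7343, 6076, 5308 and 5192 UMIs. Unthinned, 1 of 58, 3 of 234, 2 of 101 and 1 of 197 T-cell-like cells had a Vcam1 UMI. An Itga4 UMI was found in 42.1%, 42.3%, 39.2% and 36.1% of thinned T-cell-like cells and in 0.602%, 0.360%, 0.407% and 0.506% of thinned endothelial-like cells. Unthinned T-cell-like shares were 75.9%, 78.2%, 65.3% and 68.0% at median depths of 5632, 4485.5, 4756 and 3860 UMIs, against 2.99%, 2.62%, 2.05% and 1.81% of endothelial-like cells.

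In endothelial-like cells 8 gene lists fixed in advance were read, each as the median log2 ratio of its genes and the percentile of that median among 10000 random lists matched on expression. In the stroke comparison 4 lists lay outside the central 95% of random lists. Interferon and MHC class I genes had a median of 0.22 (percentile 100, 22 of 24 genes higher), led by Ifit3 at 0.90 and Iigp1 at 0.73. Stress genes linked to dissociation had -0.50 (percentile 0), led by Fos at -0.97 and Dusp1 at -0.89. Activation genes had -0.24 (percentile 1.23, 10 of 17 genes measurable), led by Vcam1 at -0.97 and Osmr at -0.34, and barrier genes had -0.13 (percentile 0.90). The alternative that moved these lists most was naming each cell on its own markers, under which the stress median was -0.080 (percentile 26.3). Without cluster 4 it was -0.15 (percentile 10.05). Activation also came inside the central range under 8 other settings, among them thinning (-0.17), and barrier under 4 settings, among them thinning (-0.071). Medians inside the range were -0.042 for angiogenesis, -0.091 for arterial, 0.058 for capillary and -0.11 for venous genes.

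In the anti-VCAM1 comparison of endothelial-like cells, only the stress list lay outside the range, at 0.21 (percentile 98.95), and it became -0.042 (percentile 10.5) once the trend with gene span described below was removed. The other medians were -0.31 for activation, -0.11 for barrier, 0.083 for angiogenesis and 0.015 for arterial genes. They were 0.033 for capillary, -0.12 for venous and -0.12 for interferon and MHC class I genes. Removing the span trend put venous genes outside the range, at -0.21 (percentile 0.24). It did the same for interferon and MHC class I genes, at -0.29 (percentile 0). The activation median was outside the range under 7 settings, among them thinning, at -0.82, and was positive inside the range at clustering resolution 0.5, at 0.19, and with each cell named on its own markers, at 0.021. In the anti-VLA4 comparison 3 lists lay outside. Activation was at -0.44 (percentile 0.290, 12 of 17 genes measurable, 8 lower) and stayed outside under every alternative run. It was led by Il1r1 at -1.51 and by Vcam1. Il1r1 is also in the venous list, and no alternative held the share of venous cells fixed. Lower activation and fewer venous cells were therefore not separated. Venous genes were at -0.41 (percentile 0.520) and inside the range under 4 settings, among them without cluster 5, at -0.20. Stress genes were at 0.25 (percentile 99.8), and at -0.0063 (percentile 24.8) with the span trend removed. Barrier genes were at -0.14, inside the range, and outside it under 8 settings. Among these were thinning, at -0.20, and, with its sign changed, the removed span trend, at 0.0055. The other medians were 0.062 for angiogenesis, -0.050 for arterial, 0.15 for capillary and 0.035 for interferon and MHC class I genes. Removing the span trend put angiogenesis genes outside the range, at 0.21 (percentile 99.5). Interferon and MHC class I genes then changed sign and lay outside it, at -0.12 (percentile 0.01). The mean differed in sign from the median for arterial genes in both blockades, at -0.10 and 0.010, and for interferon and MHC class I genes with anti-VLA4, at -0.035.

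In microglia-like cells 6 lists were read. In the stroke comparison, genes of disease-associated microglia had a median of 0.47 (percentile 100, 20 of 21 genes higher), led by Spp1 and by Cst7 at 2.02. Inflammatory genes had 0.23 (percentile 100), led by Il1b at 1.11 and by Ccl2 at -0.54. Stress genes had -0.34 (percentile 0), although their largest ratios were positive, at 1.35 for Hspa1b and 0.83 for Hspa1a, near-identical genes whose counts could be split between them. MHC class II genes had -0.40 (percentile 0), which turned to 0.63 when each cell was named on its own markers and was the largest move among these lists. With each cell weighted equally it was 0.52. Interferon and MHC class I genes and homeostatic genes stayed inside the range, at 0.027 and -0.068.

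The inflammatory list in microglia-like cells had medians of -0.37 with anti-VCAM1 and -0.75 with anti-VLA4, both at percentile 0, with 14 of 15 and 15 of 15 genes lower. Over the alternative settings run for gene lists they ranged from -0.42 to -0.34 and from -0.94 to -0.71. Its leading genes were Cxcl2 at -1.39 and Tnfaip3 at -0.64 with anti-VCAM1, and Tnf at -1.16 and Nfkbiz at -1.0015 with anti-VLA4. Stress genes had -0.46 and -0.52, both at percentile 0. Homeostatic genes had 0.096 (percentile 99.9) and 0.088 (percentile 98.8). The former was inside the range with thinned cells. The latter was inside it with doublets kept, at 0.041, and when each cell was named on its own markers. MHC class II genes had -0.41 (percentile 0.01) and 0.25 (percentile 99.8). The first was inside the range with thinned cells, at -0.082, and the second was -0.14 when each cell was named on its own markers. At least 58.1% of the Cd74 UMIs in each stroke library sat in the top 1% of microglia-like cells. Interferon and MHC class I genes had 0.075, inside the range, and 0.15 (percentile 99.6), and disease-associated genes had 0.052 and 0.076, both inside. The mean was negative for disease-associated genes in both blockades, at -0.083 and -0.14, and for interferon and MHC class I genes with anti-VCAM1, at -0.081.

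**Figure D3:**
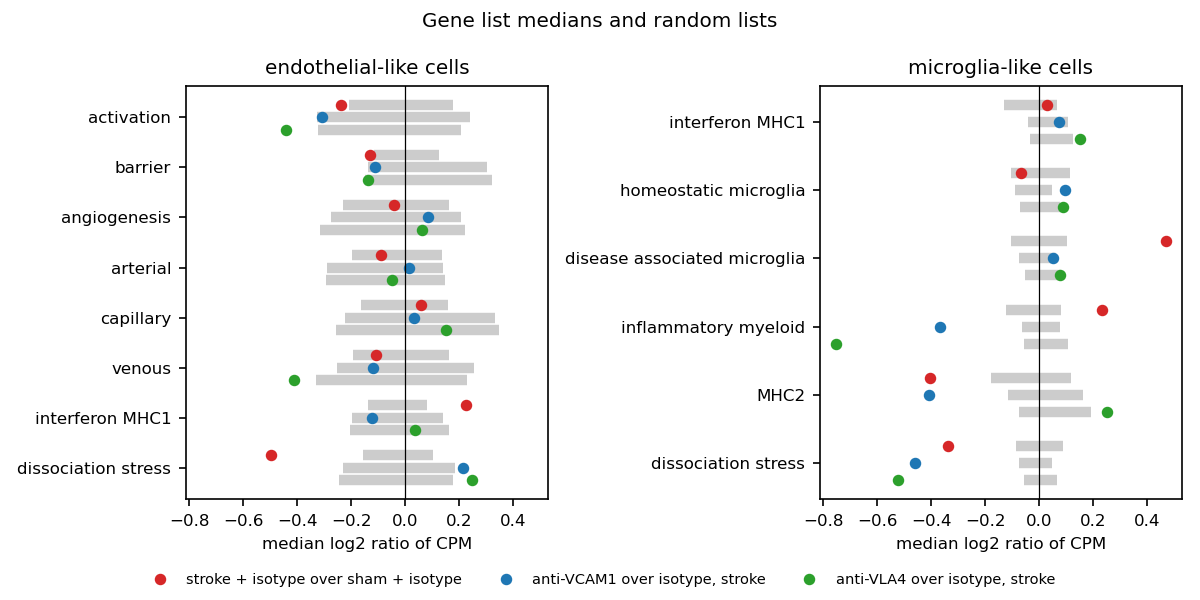
Median log2 ratio of CPM of each gene list in endothelial-like and microglia-like cells for the 3 comparisons; points are list medians and grey bars the central 95% of 10000 random lists matched on expression. The inflammatory list of microglia-like cells lay at -0.37 and -0.75 in the blockades.

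The genes with the largest ratios were picked by a rule fixed in advance, 3 on each side. In endothelial-like cells of the stroke comparison, Ifit3 (0.90), Msl3 (0.84) and Bcl7b (0.80) were highest, and Sox18 (-1.42), Nr4a2 (-1.29) and Ccn1 (-1.20) lowest. Sox18 was at 413 CPM in sham with isotype and 154 CPM in stroke with isotype, and at 421 and 394 CPM in the blockade libraries. In the anti-VCAM1 comparison Sox18 (1.45, interval 1.31 to 1.61), Plaur (1.01) and Tmem128 (1.01) were highest, and Il1r1 (-1.52, interval -1.81 to -1.29), Camk1d (-1.05) and Gm4070 (-1.02) lowest. In the anti-VLA4 comparison Sox18 (1.35), Gkn3 (1.06) and Tmem128 (1.01) were highest, and Il1r1 (-1.51), Camk1d (-1.41) and Lars2 (-1.18) lowest. Gkn3 became -0.87 with doublets kept and the cells reclustered, where the class lost the unnamed clusters led by Stmn2 and arterial genes, and 0.95 with these counted in. Removing the span trend moved Camk1d most toward 0, to -0.63 and -0.93, and left Sox18 at 1.16 and 1.07. Of the Il1r1 UMIs, 57.3% in stroke with isotype sat in 10 cells. The counts of Gm4070 and Lars2 are uncertain where near-identical copies in the genome share reads.

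In microglia-like cells of the stroke comparison, Spp1, Apoe (1.91) and Hspa1b (1.35) were highest, and Gm11867 (-1.34), Htr1f (-1.01) and Dusp6 (-0.80) lowest. Spp1 had 749 UMIs in stroke with isotype and 1 in sham with isotype, and its ratio, 6.09 with the pseudocount and with a counting interval of 6.22 to 14.0 without it, rested on 15 cells, of which 1 held 679 UMIs. Of the Apoe UMIs, 66.4% in sham with isotype and 31.2% in stroke with isotype sat in 10 cells. In the anti-VCAM1 comparison Kazn (0.66), Hes1 (0.63) and Gm16192 (0.58) were highest, and Spp1 (-1.92), Fosb (-1.18) and Klf2 (-0.85) lowest. In the anti-VLA4 comparison Snrpf (0.55), Mtif2 (0.53) and Gm17231 (0.50) were highest, and Spp1 (-2.33), Egr1 (-1.25) and Creb5 (-1.21) lowest. Both negative ratios of Spp1 had the same cell of 679 UMIs in their denominator.

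Log2 ratios in endothelial-like cells fell with the genomic span of the gene. Spearman's rho across genes was -0.447 over 4611 genes in the stroke comparison, -0.648 over 7280 genes in the anti-VCAM1 comparison and -0.625 over 8011 genes in the anti-VLA4 comparison, where simulated unchanged libraries gave -0.0367 to 0.0408. Spans came from a reference annotation matched by gene ID, since the build of the deposited files is not stated. Genes are not independent replicates. With anti-VLA4 the 25% of genes with the shortest span had a median of 0.23 and the 25% with the longest -0.33. In microglia-like cells rho was -0.0295, -0.177 and -0.0157. It was -0.343, -0.340 and -0.535 in T-cell-like cells and 0.0468, -0.226 and -0.392 in border-macrophage-like cells.

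**Figure D4:**
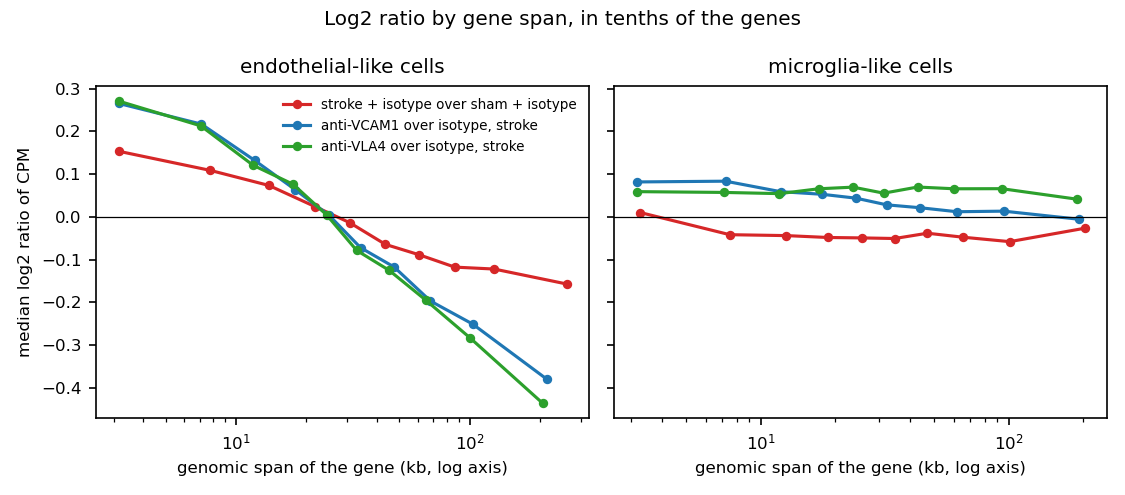
Median log2 ratio of CPM against the genomic span of the gene (kb, log axis), in 10 bins of genes with at least 200 UMIs, for the 3 comparisons in endothelial-like and microglia-like cells. In endothelial-like cells the lines fall with span, with rho from -0.447 to -0.648.

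The comparisons share a library, which alone makes their ratios correlate across genes, so each correlation is given beside that of simulated unchanged libraries. In endothelial-like cells the stroke ratios correlated with the anti-VCAM1 ratios at r = -0.193 (rho = 0.0486), where simulation gave -0.635 to -0.586, and with the anti-VLA4 ratios at r = -0.107 (rho = 0.0425), where it gave -0.653 to -0.614. With the control cells split so that no counts were shared, r was 0.107 and 0.164, and with the span trend removed it was -0.427 and -0.331. In microglia-like cells r was -0.321 and -0.215 against -0.462 to -0.400 and -0.486 to -0.434 simulated, and -0.0504 and 0.00283 with split control cells. The ratios of the blockades correlated with each other at r = 0.892 in endothelial-like cells and r = 0.695 in microglia-like cells, against 0.804 to 0.830 and 0.537 to 0.573 simulated. With split control cells these were 0.433 and 0.336. An inverse relation between the stroke ratios and the blockade ratios beyond the shared library was therefore not detectable in either class with the span trend left in. For endothelial-like cells with that trend removed it stays open, because the control cells were split only with the trend left in.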

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

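Chosen only after the result had been seen were the tests of tissue handling and of the span trend for the stress list, all tests on Vcam1, the tests of random pairing and of summed UMIs for cluster 13 and the test of free RNA for haemoglobin. With 1 library per group, none of the differences in this part was tested across samples. The antibody, the pool of mice and the preparation of a library changed together, so a biological effect of a blockade stays open and untested throughout.

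The median of the stress list moved in opposite directions in 2 classes of the same libraries, which drew attention to it. Not all of its genes did. In endothelial-like cells 13 of 17 genes were higher and 4 lower in each blockade. With anti-VCAM1 the largest ratios were Dnajb1 at 0.66 and Fos at -0.66, and with anti-VLA4 Fosb at -0.91 and Hspa1a at 0.79. In endothelial-like cells the list median was 0.214 with anti-VCAM1 and 0.248 with anti-VLA4, and in microglia-like cells it was -0.460 and -0.525. The trend with gene span may account for the endothelial-like side, since with that trend removed the percentiles were 10.5 and 24.8, inside the range of random lists. The microglia-like side was not explained by span and stayed below the range after removal, at -0.51 and -0.59. Tissue handling of the whole library would lower the list in every class, and with the trend removed T-cell-like cells were below the range in both blockades, at -0.14 and -0.30. Border-macrophage-like cells were below it with anti-VCAM1, at -0.20, and inside it with anti-VLA4, at -0.053. The highest median outside microglia-like cells was -0.0063, in endothelial-like cells with anti-VLA4. Handling of the whole library therefore could not be excluded, and handling that acted on microglia alone stays open too.

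The MHC class II list in microglia-like cells had a median of -0.410 with anti-VCAM1 and 0.249 with anti-VLA4. A few cells of another leukocyte class, or a few strongly expressing microglia, could make such a difference: at least 58.1% of the Cd74 UMIs of each stroke library sat in the top 1% of microglia-like cells. That test shows the concentration and not the identity of the cells. A biological difference between the blockades stays open.

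Vcam1 moved differently between classes. In endothelial-like cells the ratios were -0.975 for stroke, -0.708 for anti-VCAM1 and -1.287 for anti-VLA4. In microglia-like cells they were 0.897, -0.724 and -0.291, and in border-macrophage-like cells 0.381, 0.647 and 0.837. Without the highest cell of each library the last were 0.40, 0.36 and 0.71. Free RNA would bring similar levels to every class, and the highest level in T-cell-like cells was 7.76 CPM, below the lowest level of the other classes (18.03 CPM). With the mix of clusters 1, 3, 4 and 5 held as in stroke with isotype, ratios of -0.78 for stroke and -1.03 for anti-VLA4 remained. This argues against the mix of these clusters as the whole cause there, but not against a change within a cluster. At clustering resolution 2, an endothelial-like cluster had Il1r1 and Vwf, both of the venous list, among its leading genes. It held 1.59% of kept cells in sham with isotype, 0.494% in stroke with isotype, 0.258% with anti-VCAM1 and 0.258% with anti-VLA4. Its part in the Vcam1 ratios was not tested. For anti-VCAM1 the fixed mix gave -0.38 (drawn interval -0.68 to -0.049), and whether the mix accounts for it cannot be told apart from chance, because 1 cell carried 45 of the 118 UMIs of the control library. Without the highest cell of each library the ratios were -1.42 for stroke and -0.71 for anti-VLA4, both with intervals below 0. A single cell per library therefore does not account for the whole of either. For anti-VCAM1 the ratio was -0.32 with an interval that held 0, so a single cell is a candidate explanation for that value. The anti-VLA4 ratio has the same control cell of 45 UMIs in its denominator. Leaving out the highest cells and holding the mix were not done together. Whether both account for the anti-VLA4 value was therefore not tested. The intervals treat UMIs as independent, and UMIs of 1 cell are not. A biological difference stays open for the stroke and anti-VLA4 values.

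The Stmn2-led cluster 8, which no comparison of the report uses as a class, held 6.44% of cells with anti-VCAM1 and 6.15% with anti-VLA4, above the level in the isotype libraries (1.78% in sham, 1.84% in stroke). Neurons or neuronal RNA would raise other neuron markers, but these summed to 11.0 CPM in cluster 8 and 12.9 CPM in endothelial-like cells. A higher share of all endothelial-like cells would leave the share of cluster 8 among them unchanged, and the lower of the blockade values, 12.8%, lay above the interval in stroke with isotype (6.28 to 10.8). Its leading genes also include Alpl, Lypd1, Hey1 and Sema3g, 2 of which are in the arterial list. A difference in dissection, in the sort or in the tissue stays open.

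Cluster 13 held 2.32% of cells with anti-VCAM1 and 2.75% with anti-VLA4, against 0.0661% and 0.212% in the isotype libraries. Whether its droplets held an endothelial-like cell and a pericyte could not be decided. Its cells had at least 1153 more median UMIs than endothelial-like cells of the same blockade library, but with anti-VLA4 only 5513 against 5300 in pericyte-like cells, and whether the share follows the product of both shares was not tested. All UMIs of both cells in each droplet are argued against, as the median was at most 0.536 of that of summed random pairs of the same library. Random pairing in droplets does not account for it, since at least 64.3% of pericyte-bearing droplets in the blockade libraries were in cluster 13, against at most 1.96% of cells marked as doublets. Parts of a cell left attached to another by dissociation, and cells that express both sets of markers, stay open and were not tested.

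Haemoglobin UMIs, left out of all comparisons, were at 2841 CPM in endothelial-like cells of stroke with isotype and 2076 CPM of stroke with anti-VLA4, against 258 CPM in sham with isotype and 179 CPM with anti-VCAM1. A few droplets that also held a red blood cell may account for it, since at least 98.5% of these UMIs in those libraries sat in 1% of the endothelial-like cells. Free RNA would raise every class, and the lowest fold between stroke and sham with isotype among endothelial-like, microglia-like and T-cell-like cells was 1.04. No biological explanation was tested.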

How the results depend on the processing

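Chosen only after the data had been seen were cluster 8 counted as endothelial-like, the same with doublets kept, cluster 5 left out, cluster 4 left out, the span trend removed and the narrower gene set of the correlations. Over 141 results, 1538 alternative values were computed. No paired analysis was possible because the groups share only the replicate number 1 and each is a separate pool of mice. All alternatives set out beforehand were run, and clustering resolution 0.5 gave no dendritic-like class and so no value for it. A value moved when it left the counting interval of the reported one. A list came inside or went outside the central 95% of random lists. Comparisons are named by stroke, anti-VCAM1 or anti-VLA4, values are log2 ratios or list medians unless a unit is given, and the cause was tested only for the endothelial-like share and Gkn3 with doublets kept, by counting the Stmn2-led clusters in.

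With doublets kept and cells reclustered, these moved: endothelial-like share at 0.67 (anti-VCAM1), 0.58 (anti-VLA4) and Vcam1 in endothelial-like cells at -1.15 (anti-VCAM1). These came inside the range: barrier list in endothelial-like cells at -0.074 (stroke), homeostatic list in microglia-like cells at 0.041 (anti-VLA4) and stress list in endothelial-like cells at -0.19 (stroke). These went outside the range: arterial list in endothelial-like cells at -0.56 (anti-VLA4) and interferon list in microglia-like cells at 0.13 (anti-VCAM1). These changed sign: Gkn3 in endothelial-like cells at -0.87 (anti-VLA4). With leukocytes as the denominator, these moved: T-cell-like share at -1.17 (anti-VCAM1), -0.67 (anti-VLA4), border-macrophage-like share at -1.56 (anti-VCAM1), -1.48 (anti-VLA4), B-cell-like share at -1.54 (anti-VCAM1), -1.58 (anti-VLA4) and dendritic-like share at -1.60 (anti-VCAM1). These changed sign: microglia-like share at -0.085 (stroke), 0.33 (anti-VCAM1), 0.31 (anti-VLA4). With each cell named on its own markers, these moved: microglia-like share at -0.18 (anti-VCAM1), -0.20 (anti-VLA4), border-macrophage-like share at 0.25 (stroke), -1.65 (anti-VCAM1), -1.48 (anti-VLA4), B-cell-like share at 0.87 (stroke), -0.99 (anti-VCAM1), -0.83 (anti-VLA4) and dendritic-like share at -0.31 (anti-VCAM1), -0.42 (anti-VLA4). These moved: Vcam1 in endothelial-like cells at -1.64 (stroke), -0.70 (anti-VLA4) and Itga4 in T-cell-like cells at 0.74 (stroke). Inside the range then lay activation list in endothelial-like cells at -0.089 (stroke), venous list in endothelial-like cells at -0.33 (anti-VLA4), homeostatic list in microglia-like cells at 0.037 (anti-VLA4) and stress list in endothelial-like cells at -0.080 (stroke). Outside the range then lay barrier list in endothelial-like cells at -0.17 (anti-VLA4), interferon list in microglia-like cells at 0.11 (stroke) and disease-associated list in microglia-like cells at 0.11 (anti-VCAM1). These changed sign: Vcam1 in endothelial-like cells at 0.41 (anti-VCAM1), Vcam1 in microglia-like cells at 0.21 (anti-VLA4), Vcam1 in border-macrophage-like cells at -0.15 (stroke) and interferon list in microglia-like cells at -0.096 (anti-VCAM1). These changed sign: MHC class II list in microglia-like cells at 0.63 (stroke), -0.14 (anti-VLA4). With the stricter cell filter, these moved: UMIs per cell at 5396 (isotype), 4678 (anti-VCAM1), 4830.5 (anti-VLA4). Lists no longer outside were activation list in endothelial-like cells at -0.19 (stroke). Newly outside the range were activation list in endothelial-like cells at -0.33 (anti-VCAM1) and barrier list in endothelial-like cells at -0.15 (anti-VLA4). With each cell weighted equally, these moved: Vcam1 in endothelial-like cells at -1.28 (anti-VCAM1). These came inside the range: barrier list in endothelial-like cells at -0.13 (stroke), interferon list in microglia-like cells at 0.11 (anti-VLA4) and MHC class II list in microglia-like cells at 0.16 (anti-VLA4). Lists no longer inside were activation list in endothelial-like cells at -0.50 (anti-VCAM1) and venous list in endothelial-like cells at -0.40 (anti-VCAM1). These changed sign: MHC class II list in microglia-like cells at 0.52 (stroke). With cells thinned to 1000 UMIs, these moved: Vcam1 in endothelial-like cells at -1.36 (anti-VCAM1) and Itga4 in T-cell-like cells at -0.22 (anti-VLA4). Inside the range then lay activation list in endothelial-like cells at -0.17 (stroke), barrier list in endothelial-like cells at -0.071 (stroke), interferon list in microglia-like cells at 0.13 (anti-VLA4) and homeostatic list in microglia-like cells at 0.071 (anti-VCAM1). Lists no longer outside were MHC class II list in microglia-like cells at -0.082 (anti-VCAM1), 0.19 (anti-VLA4). These went outside the range: activation list in endothelial-like cells at -0.82 (anti-VCAM1) and barrier list in endothelial-like cells at -0.19 (anti-VCAM1), -0.20 (anti-VLA4). These changed sign: Itga4 in T-cell-like cells at -0.0029 (stroke), Itgb1 in microglia-like cells at 0.035 (anti-VCAM1) and MHC class II list in microglia-like cells at 0.17 (stroke). Without cluster 4, these moved: Vcam1 in endothelial-like cells at -1.74 (anti-VLA4). These came inside the range: activation list in endothelial-like cells at -0.17 (stroke), barrier list in endothelial-like cells at -0.10 (stroke) and stress list in endothelial-like cells at -0.15 (stroke), 0.25 (anti-VLA4). Outside the range then lay activation list in endothelial-like cells at -0.52 (anti-VCAM1).

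With a pseudocount of 10 CPM, these moved: Vcam1 in endothelial-like cells at -0.98 (anti-VLA4). Inside the range then lay venous list in endothelial-like cells at -0.15 (anti-VLA4). Newly outside the range were activation list in endothelial-like cells at -0.28 (anti-VCAM1) and disease-associated list in microglia-like cells at 0.076 (anti-VLA4). At clustering resolution 0.5, these came inside the range: activation list in endothelial-like cells at -0.18 (stroke) and MHC class II list in microglia-like cells at -0.13 (stroke). Lists no longer inside were barrier list in endothelial-like cells at -0.14 (anti-VLA4). These changed sign: Vcam1 in border-macrophage-like cells at -0.20 (stroke). With the span trend removed, these moved: Itga4 in T-cell-like cells at 0.23 (anti-VLA4). Lists no longer outside were activation list in endothelial-like cells at -0.17 (stroke) and venous list in endothelial-like cells at -0.17 (anti-VLA4). These went outside the range: angiogenesis list in endothelial-like cells at 0.21 (anti-VLA4), venous list in endothelial-like cells at -0.21 (anti-VCAM1) and interferon list in endothelial-like cells at -0.29 (anti-VCAM1). These changed sign: barrier list in endothelial-like cells at 0.0055 (anti-VLA4), interferon list in endothelial-like cells at -0.12 (anti-VLA4) and stress list in endothelial-like cells at -0.042 (anti-VCAM1), -0.0063 (anti-VLA4). Without thinning, these moved: Vcam1 percent at 4.89% (isotype), 2.75% (anti-VCAM1), 2.62% (anti-VLA4). Thinned to 2000 UMIs, these moved: Vcam1 percent at 1.66% (anti-VLA4). Without cluster 5, these came inside the range: activation list in endothelial-like cells at -0.19 (stroke) and venous list in endothelial-like cells at -0.20 (anti-VLA4). Outside the range then lay barrier list in endothelial-like cells at -0.11 (anti-VLA4), arterial list in endothelial-like cells at 0.15 (anti-VCAM1) and interferon list in endothelial-like cells at -0.15 (anti-VCAM1). With no minimum count for list genes, these came inside the range: activation list in endothelial-like cells at -0.14 (stroke). Newly outside the range were angiogenesis list in endothelial-like cells at 0.21 (anti-VLA4).

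With a list minimum of 100 UMIs, these came inside the range: activation list in endothelial-like cells at -0.083 (stroke). Lists no longer inside were activation list in endothelial-like cells at -0.44 (anti-VCAM1) and interferon list in microglia-like cells at 0.12 (anti-VCAM1). With the list mean, these came inside the range: stress list in endothelial-like cells at 0.051 (anti-VCAM1). These went outside the range: activation list in endothelial-like cells at -0.36 (anti-VCAM1), angiogenesis list in endothelial-like cells at 0.24 (anti-VLA4) and venous list in endothelial-like cells at -0.28 (stroke). These changed sign: interferon list in microglia-like cells at -0.081 (anti-VCAM1) and disease-associated list in microglia-like cells at -0.083 (anti-VCAM1), -0.14 (anti-VLA4). With cluster 8 counted as endothelial-like, these went outside the range: barrier list in endothelial-like cells at -0.14 (anti-VLA4). With doublets kept and Stmn2-led clusters counted as endothelial-like, these went outside the range: barrier list in endothelial-like cells at -0.16 (anti-VLA4). With the shared control cells split, these changed sign: r in endothelial-like cells at 0.107 (stroke with anti-VCAM1), 0.164 (stroke with anti-VLA4) and r in microglia-like cells at 0.00283 (stroke with anti-VLA4).

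Of the other values, 86 of 108 for shares, 569 of 642 for lists, 60 of 72 for target genes and 27 of 30 for correlations kept their reading. Among further named genes 550 of 654 stayed within their counting interval and 99 left it without a called sign change. Of the comparator shares of cells with a UMI, 8 of 12 moved. The 569 list values counted as keeping their reading include 37 medians that changed sign while inside the range of random lists both times. Clustering resolution 2 moved 1 of 123 values, TMM factors 6 of 111, and the narrower gene set 0 of 6.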

Other observations

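Chosen only after the result had been seen were the tests of a loss of nuclear RNA from all cells and from endothelial-like cells, of a length bias of the whole library, and of tissue handling for the inflammatory list. The others had their predictions written first. All patterns here were noticed in these data and tested on them, and each blockade is 1 library, so an effect of the antibody stays open and untested.

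More endothelial-like cells had little Malat1 in the blockade libraries. After thinning to 1000 UMIs, 24.5% with anti-VCAM1 and 26.3% with anti-VLA4 had under 5 Malat1 UMIs, against 12.6% (interval 9.97 to 15.7) in stroke with isotype and 10.2% in sham with isotype. Depth per cell does not explain this, as the lower value after thinning, 24.5%, stayed above that interval. A loss of nuclear RNA from all cells could not be decided. Microglia-like cells had 2.34% with anti-VCAM1, inside the interval of stroke with isotype (1.01 to 2.37). With anti-VLA4 they had 2.76%, above that interval, but their own interval overlapped it. T-cell-like cells had 18.6% (11.4 to 27.7) and 27.7% (21.5 to 34.7) in the blockades, where the interval with isotype was 4.42 to 11.7. Border-macrophage-like cells had 11.9% (4.91 to 22.9) and 19.8% (11.96 to 29.8), where that interval was 3.14 to 10.8. In both of these classes the interval with anti-VCAM1 overlapped that with isotype, and the interval with anti-VLA4 lay above it. A loss of nuclear RNA from part of the endothelial-like cells is a candidate explanation. Within stroke with anti-VLA4, cluster 5 against cluster 3 gave a rho of -0.806 with gene span, outside the simulated -0.0391 to 0.0324, and 5 of 5 nuclear non-coding RNAs other than Malat1 were lower, with a median of -1.94.

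The fall of endothelial-like log2 ratios with gene span was not explained by that cluster alone. Without cluster 5, rho stayed at -0.564 with anti-VCAM1 and -0.555 with anti-VLA4. A bias of the whole library against long genes is argued against with anti-VLA4, where the microglia-like rho of -0.0157 lay inside the simulated -0.0271 to 0.0289. With anti-VCAM1 it could not be decided, as microglia-like cells had -0.177, outside the simulated -0.0300 to 0.0231 but smaller than the endothelial-like -0.648. With anti-VCAM1, rho in microglia-like cluster 0 alone was 0.0038, inside the simulated -0.0243 to 0.0249. In cluster 2 alone it was 0.071, above the simulated -0.0316 to 0.0515. With anti-VLA4, rho was 0.0335 in cluster 0 (simulated -0.0241 to 0.0313) and 0.122 in cluster 2 (-0.0202 to 0.0301). Both lay above simulation and were opposite in sign to the endothelial-like trend. The class value with anti-VLA4 is therefore not an absence of any trend within clusters. T-cell-like and border-macrophage-like cells had -0.340 and -0.226 with anti-VCAM1 and -0.535 and -0.392 with anti-VLA4, all outside simulation. An effect on cells other than microglia stays open, as does a different share of unspliced RNA.

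The inflammatory list in microglia-like cells was lower in both blockades. Fewer cells of cluster 0, which stress genes led, do not account for it as the whole cause: without cluster 0 the medians were -0.54 and -0.91, below the range of random lists. Within the 6 largest clusters taken singly they ran from -0.39 to -0.061 with anti-VCAM1 (inside the range in cluster 9, percentile 10.7), where the class had -0.37, and from -0.61 to -0.40 with anti-VLA4, where the class had -0.75. How much of the difference the mix of the other clusters holds was not measured. Tissue handling of the whole library would lower the stress list in other leukocytes too. The highest median there, -0.0037 in border-macrophage-like cells with anti-VLA4, lay inside the range of random lists, as did T-cell-like and border-macrophage-like cells with anti-VCAM1, at -0.075 and -0.12. T-cell-like cells with anti-VLA4 fell, at -0.24 (percentile 1.99). With the span trend removed, the list was below the range in T-cell-like cells of both blockades and in border-macrophage-like cells with anti-VCAM1. Within microglia-like clusters 0 and 7 with anti-VLA4 the stress list stayed inside the range, at -0.052 and -0.061. The inflammatory list was below the range there, at -0.40 and -0.44. In clusters 2, 6, 9 and 11 with anti-VLA4, and in all 6 with anti-VCAM1, the stress list was below the range. Handling, of the whole library or of microglia alone, could therefore not be excluded. A lower inflammatory state of microglia-like cells under the blockades is a hypothesis that replicate libraries could test.

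Spp1 in microglia-like cells of the stroke libraries may reflect a few cells. Free RNA would also reach endothelial-like cells, which had 0 Spp1 UMIs in stroke with isotype, with an exact Poisson upper bound of 1.42 CPM. In microglia-like cells 10 cells held 99.3% of the UMIs in stroke with isotype, 89.3% with anti-VCAM1 and 96.1% with anti-VLA4.

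Log2 ratios in endothelial-like and microglia-like cells correlated across genes within each comparison. The r values were 0.175, 0.224 and 0.0618, and the lowest, 0.0618, lay above the simulated -0.0355 to 0.0409, so chance alone is an unlikely source. Shared free RNA, shared preparation of a library and a shared response to treatment stay open and were not separated.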
